A study of Mus musculus with 15 samples. Its data were reported in "Oocyte-somatic cells interactions, lessons from evolution" (2012).

How the data were processed

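Gene expression was measured in cumulus cells, the somatic cells that surround the oocyte in the ovarian follicle of mammals, from B6CBAF1/J mice. Per the labels, the 15 arrays belong to 3 stages with 5 pools of cells each. NC1 cells came from unexpanded complexes of 3-week-old juvenile mice, whose prophase I oocytes could resume meiosis but were developmentally incompetent. C1 cells came from unexpanded complexes of 8-week-old adults, whose prophase I oocytes were developmentally competent. C2 cells came from expanded complexes recovered in the oviduct of 8-week-old adults after superovulation, whose oocytes were arrested in metaphase II and fully competent. Oocytes were stripped by pipetting at NC1 and C1, whereas C2 complexes were dispersed with hyaluronidase. The stage is therefore tied to age between NC1 and C1, and to hormone treatment, site of collection and enzyme between C1 and C2, and these cannot be separated by this design. RNA was labelled with 1 dye (Cy3) and hybridized to Agilent oligonucleotide arrays of 44397 spots, of which 43020 were gene spots for 39429 different gene probes. On these arrays 399 probes were printed on 10 spots each.

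The authors deposited the scanner output of each array, in which Feature Extraction (version 10.7.1.1 per the file headers) gives the background-subtracted intensity of each spot on a linear scale, with no scaling between arrays. The authors also deposited a table of log2 values of 20855 gene probes. Set against the scanner output, each column of that table was the log2 intensity plus 1 constant per array (the SD of the difference over probes was at most 0.00686), and these constants equalised the median over all spots, which lies near background. The table held the probes present in at least 1 stage. It was used here only as an alternative. Depth has no direct counterpart on arrays. The number of arrays limits the precision, and the signal over background limits what can be seen.

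The main values were computed from the deposited intensities. The spots of a probe were averaged, control spots and spots marked by the scanner software as non-uniform or as population outliers were left out, and log2 was taken. Each array's median over the valid probes was then subtracted. A probe was valid when it was well above background in at least 80% of the arrays (4 of 5) of each of the 3 stages, after the methods of the study, which left 17323 probes. These had 20 missing values on 19 probes. No spot was saturated. Probes were named by matching the accession in the files, without version, to the given RefSeq gene table of assembly GRCm38.p6. This named 26055 probes, a further 2770 were named only by the authors' table and 10604 stayed unnamed. No genome sequence was used here and no coordinates are given. Of the valid probes, 15839 had a gene symbol, for 12680 different genes.

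Stages were compared with limma (version 3.58.1) in R (version 4.3.3), with 1 model over the 15 arrays, moderated variances and the Benjamini-Hochberg adjustment at 0.01, the threshold in the methods of the study. The moderated F-test compared the 3 stages, and contrasts compared C1 with NC1, C2 with C1 and C2 with NC1. All tests were two-sided. Probes detected in all 5 arrays of a stage and in none of another were counted without a model. For these, the lower bound of the fold is the mean of the bright stage against the mean, over arrays of the dim stage, of the higher of the lowest signal among probes well above background and the probe's own signal. Because the 2 successive comparisons share the C1 arrays, their overlap was set against simulated data in which the groups were unchanged, and against data, chosen after the result was seen, in which the changes from NC1 to C1 were shuffled over probes. The fit was tested on simulated data for C2 against C1 with 200 changed probes among 17323. It recovered 8% of them at a log2 change of 0.5, 72% at a log2 change of 1 and 98% at a log2 change of 2. The simulation changed far fewer probes than the 47.6% called at this step in the data, where the adjustment is less strict. These shares are thus likely too low for the data, in which called probes had a median absolute change of 0.93.

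A total of 10 gene lists were tested for C1 against NC1 and for C2 against C1 (cholesterol synthesis, fatty acid oxidation, glycolysis, proliferation, ribosomal proteins, proteasome, oxidative phosphorylation, collagens, integrins and connexins). They were tested with camera at an inter-gene correlation of 0.01, on the probe of each gene with the highest mean, with the adjustment over the 20 tests at 0.05. The test by fry and camera with an estimated correlation were run beside it. The groups, tests, lists and the rule for naming genes were fixed before the data were examined. Genes named in the text are the 24 that the study names for the mouse, 15 genes of the ovulatory response, the 5 highest and 5 lowest changes of each successive comparison among called probes whose groups do not overlap, the 3 largest bounds in each direction among probes detected in all arrays of a stage and none of another, and marker lists of oocyte, oviduct epithelium, red blood cells, leukocytes, and theca and stroma. Where a gene has several probes, the valid one with the highest mean is given, and no named gene had another probe called in the opposite direction. The study picked its genes on these same samples, so their calls are not independent evidence. The marker lists share no gene with each other. Oog1, Hbb-b1, Cd68 and Insl3 had no probe under these names. Some genes that meet this rule are not reported here.

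Alternatives listed at the same time were scaling by the 75th percentile, by the median over all probes or by quantiles, normexp background correction with an offset of 50, the authors' deposited table, a presence filter in at least 1 stage, no filter, the methods' unmoderated one-factor F-test, a trended robust prior, array weights, a fit of only the 2 stages compared, the replicate number or the slide as a block, other thresholds, 1 probe per gene, leaving out each array in turn, and other definitions of detection. Normexp was run on the median spot signal. The arrays lay on 4 slides that each held all 3 stages, and all were scanned on 1 day. Scaling on 7 spike-in probes, the authors' table with the unmoderated test over all its probes or over the valid probes, and the median over all probes without C1 replicate 3 were chosen after the data were seen. For the closing section, scores of marker lists were means over probes seen in at least 5 arrays. A granulosa score (Amh, Amhr2, Fshr, Inhbb and Esr2) and 3 second lists (oocyte, stroma and early response to luteinizing hormone) were also used. The granulosa genes were chosen after their values were seen, and the second lists were written before the values of their genes were looked at.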

Results

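Cumulus cells around juvenile prophase I (NC1), adult prophase I (C1) and ovulated metaphase II (C2) oocytes were compared, with 5 arrays for each of these 3 stages. The number of gene probes well above background was 20789.8 ± 925 (SD, n = 5) at NC1, 20843 ± 2188 at C1 and 20115 ± 1521 at C2. It ranged from 18366 in C2 replicate 3 to 24493 in C1 replicate 4. The median probe had an SD between replicates of 0.21 at NC1, 0.23 at C1 and 0.20 at C2 on the log2 scale. Across the 17323 valid probes, which are not independent replicates, arrays of the same stage had a median correlation of 0.988 at NC1, 0.986 at C1 and 0.988 at C2. The median was 0.979 between NC1 and C1 arrays, 0.921 between C1 and C2 arrays, and 0.900 between NC1 and C2 arrays. The first principal component held 72.5% of the variance and the second 6.63%. All C2 arrays lay between 86.3 and 92.6 on the first component, while prophase I arrays lay between -57.9 and -30.2.

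The first question was how many probes were differentially expressed between the stages. The moderated F-test of limma called 8932 of 17323 probes (51.6%), corresponding to 7108 of 12680 genes. The alternative that moved this count most was a minimum change of 2-fold between stages, under which 4627 probes were called. Among the 8932 probes, 4694 were higher at C2 than the mean of both prophase I stages and 4238 were lower. The share of higher probes was 52.6% (95% Wilson interval 51.5 to 53.6, which covers counting error only). That share depended on the scaling, as it was 69.1% with the median over all probes, 69.1% with the authors' deposited table and 46.8% with spike-in probes. Scaling by the median over all probes moved the median difference of all valid probes to -0.14 for C1 minus NC1 and 0.33 for C2 minus C1 on the log2 scale, from -0.03 and 0.02 in the main analysis. The authors' deposited table gave the same shifts, -0.14 and 0.33. Spike-in scaling moved these to 0.12 and -0.13. Changes below are relative to the median of the valid probes.

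The comparison of C1 with NC1 addressed the step from developmentally incompetent to competent prophase I oocytes. It called 437 probes (2.52%), of which 304 were higher and 133 lower at C1. With spike-in scaling 91.5% of the called probes were higher, against 69.6% here. Of the 437 probes, 282 changed at least 2-fold, 233 of them upward. The values of the groups did not overlap for 5.98% of all probes, where chance gives 0.794%. The comparison of C2 with C1 addressed the step from prophase I to ovulated metaphase II oocytes in adults. It called 8253 probes (47.6%), 4400 higher and 3853 lower at C2, and 3697 of them changed at least 2-fold. The share of higher probes was 53.3%, against 74.7% with the median over all probes, 74.7% with the authors' deposited table and 38.6% with spike-in scaling. The groups did not overlap for 43.9% of all probes. Over the whole span, C2 against NC1, 8918 probes were called, 4598 higher and 4320 lower at C2. The share of higher probes was 51.6%, against 65.3% with both the median over all probes and the authors' deposited table.

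**Figure D1:**
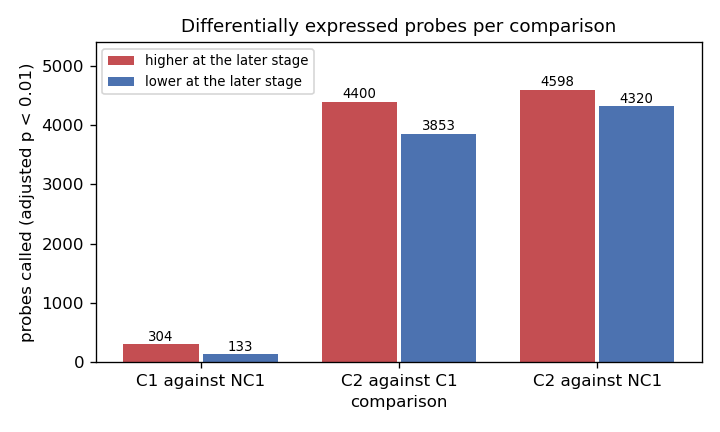
Number of probes called by limma at an adjusted p below 0.01 in each comparison (y axis), split into probes higher and probes lower at the later stage. C1 against NC1 gave 304 and 133 probes, C2 against C1 gave 4400 and 3853, and C2 against NC1 gave 4598 and 4320.

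Whether expression moved progressively was addressed with the probes called in both successive comparisons. These were 310 probes, or 70.9% of those called between NC1 and C1. A total of 231 moved in the same direction at both steps, 163 upward and 68 downward. The other 79 probes (25.5%) changed direction, 46 of them higher at C1 and 33 lower at C1 than at both other stages. Because both comparisons use the C1 arrays, data sets were simulated in 3 ways with 20 each. With no change between NC1 and C1 no probe was called in both steps, which this simulation all but fixes in advance. In simulations chosen after the result was seen, the changes of the first step were shuffled over probes. Shuffling only the changes of called probes gave 355.45 probes in the first step and 163.5 in both steps on average, of which 48.6% changed direction (42.3% to 56.5%). Shuffling all estimated changes, which counts their noise again, gave 1408.75, 765.4 and 52.3%, with more probes in the first step than the 437 observed. The correlation of both steps over the probes was 0.231. Simulated data with no change at either step gave -0.499 owing to the shared arrays. In the data 47.6% of probes were called between C1 and C2, so -0.499 is no yardstick for 0.231. The correlation of unrelated steps of this size was not computed. A total of 7943 probes were called only between C1 and C2, and 127 only between NC1 and C1.

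The genes that the study names for the mouse were examined next. All 24 were valid, and 23 were differentially expressed between C1 and C2, 14 higher and 9 lower at C2. The exception was Adamts1 (limma adjusted p = 0.0306). It became called under 5 of 32 alternatives, among them the median over all probes and the authors' deposited table. Adjusted over the list alone, 23 genes passed, which is not independent evidence because the study chose the list on these samples. All 24 differed between NC1 and C2, also when adjusted over the list alone. In addition, 4 genes differed between NC1 and C1, all higher at C1, and 6 passed when adjusted over the list alone. Trib1 expression was -3.06 ± 0.27 at NC1 (log2 signal relative to the array median, mean ± SD, n = 5 arrays throughout), -1.80 ± 0.58 at C1 and 0.56 ± 0.23 at C2. It rose by 1.26 from NC1 to C1 (limma adjusted p = 0.00244) and by 2.36 from C1 to C2 (limma adjusted p = 1.64e-07). The first of these was no longer called under 5 of 32 alternatives, among them the median over all probes and the authors' deposited table. Adamts1 rose from 0.10 ± 0.13 at NC1 to 1.72 ± 0.56 at C1 (limma adjusted p = 0.000329) and was 2.34 ± 0.40 at C2. Ctss and Ctsb rose by 1.48 and 0.65 from NC1 to C1, with adjusted p of 0.00677 and 0.00644 by limma. These calls were lost under 14 and 17 of 32 alternatives, including the omission of single arrays. Tnfrsf23 rose by 2.60 and Sgms1 by 1.68 from C1 to C2, while their changes from NC1 to C1 did not pass (limma adjusted p = 0.0215 and 0.678). Stx1a and Pacsin3 rose by 0.90 and 0.53 between C1 and C2. Each of these calls was lost under 2 of 32 alternatives, a minimum of 2-fold and spike-in scaling.

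Among the genes lower at C2, Amh was 1.26 ± 0.25 at NC1, 1.33 ± 0.23 at C1 and -3.39 ± 0.31 at C2. Its receptor Amhr2 was 5.39 ± 0.09, 5.47 ± 0.08 and 1.97 ± 0.20 at these stages. From C1 to C2 Amh fell by 4.72 and Amhr2 fell by 3.50 (limma adjusted p = 2.13e-12 and 4.33e-13), with no overlap between the arrays of both stages. Neither differed between NC1 and C1 (limma adjusted p = 0.884 and 0.789). Fshr fell by 3.10, Cnih2 by 2.83, Esr2 by 2.47 and Ghr by 2.23 from C1 to C2. Fst, Pde5a and Pde7a fell by 1.35, 1.56 and 0.90. The call of Pde7a was lost under 3 of 32 alternatives, among them the median over all probes and the authors' deposited table. In contrast, Pde4a and Pde6d rose by 2.28 and 0.97. Klf13 rose by 1.75, Klhl5 by 1.43, Klhl2 by 1.32, Klhl18 by 1.01 and Sparc by 0.83. Ctss and Ctsb rose by 1.28 and 0.55. The calls of Pde6d, Sparc and Ctsb were each lost under 2 of 32 alternatives, a minimum of 2-fold and spike-in scaling. The 69 calls among named genes, 18 for C1 against NC1 and 51 for C2 against C1, had the same sign under all 7 scalings.

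**Figure D2:**
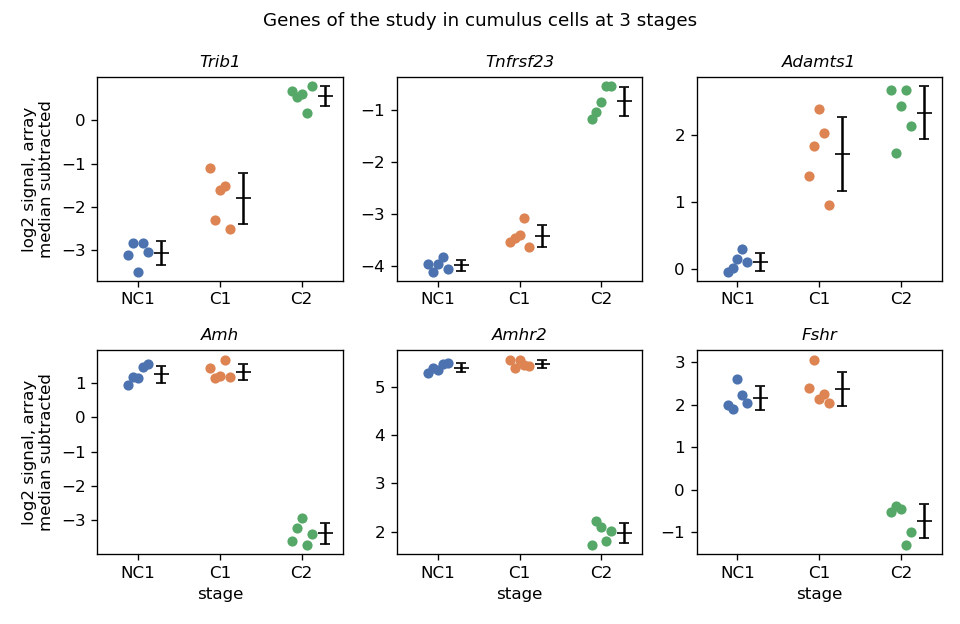
Log2 signal relative to the array median (y axis) of 6 genes named in the study at the 3 stages (x axis). Points are the 5 arrays of a stage and bars are the mean ± SD. Trib1 and Tnfrsf23 were highest at C2, Adamts1 was higher at C1 than at NC1, and Amh, Amhr2 and Fshr were lowest at C2.

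The ovulatory response genes address whether the cells had responded to the ovulatory signal. Only 6 of the 15 genes were valid. Between C1 and C2, 5 of the 6 were called, 2 higher and 3 lower at C2, and 6 were called when adjusted over the list alone. Tnfaip6 rose from -2.15 ± 2.73 at C1 to 4.28 ± 0.40 at C2 (limma adjusted p = 1.02e-05). Its C1 mean rested on 1 array, as C1 replicate 4 was at 2.70 and the others lay between -3.77 and -2.90. Without C1 replicate 4 the change was 7.64. Runx1 rose by 2.29, while Cyp19a1 fell by 4.55, Inhba fell by 2.08 and Inhbb fell by 4.72. Cyp11a1 was the gene of this list called between NC1 and C1, where it rose by 5.46 from -1.14 ± 0.42 to 4.32 ± 0.60 (limma adjusted p = 3.24e-09). Ptgs2 and Areg were well above background in 0, 1 and 5 arrays at NC1, C1 and C2, and Ereg in 0, 3 and 5. Lhcgr was well above background in 0 NC1 arrays, 5 C1 arrays and 3 C2 arrays. Star was seen in 2 NC1 arrays and in all arrays of C1 and C2. Has2 was seen in 5, 2 and 5 arrays, Ptx3 in 5, 1 and 5, Btc in 2, 1 and 5, and Pgr in 0, 1 and 0.

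**Figure D3:**
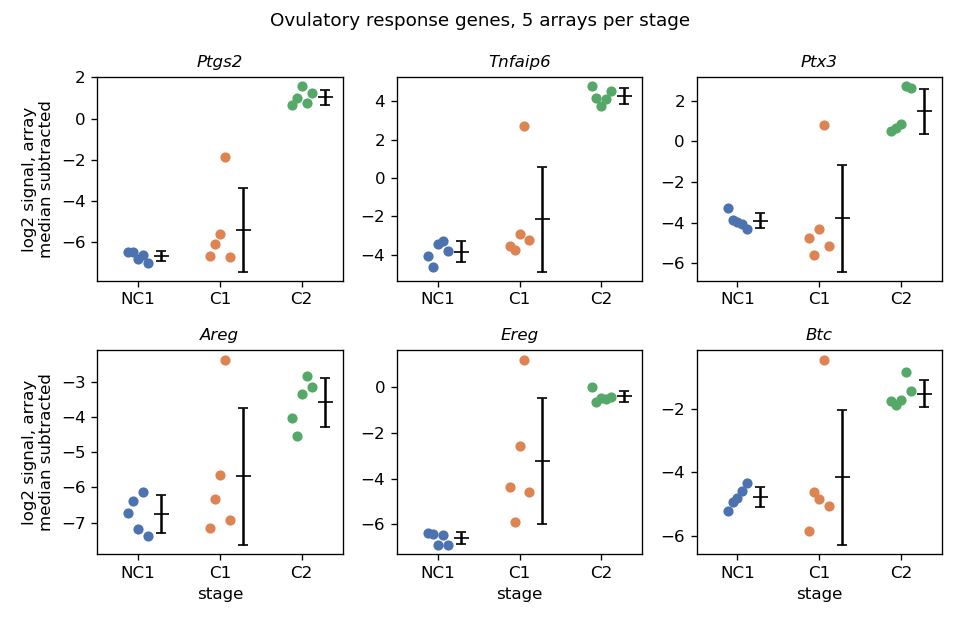
Log2 signal relative to the array median (y axis) of 6 ovulatory response genes at the 3 stages (x axis), chosen after their values were seen. Points are the 5 arrays of a stage in order of replicate number, including arrays in which the gene was not well above background, and bars are the mean ± SD. C1 replicate 4 stood above the other C1 arrays for the 6 genes, by 4.15 for Areg and 6.06 for Tnfaip6 over their mean.

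The largest increases from NC1 to C1 were those of Sfrp4 (7.24), Akr1c18 (5.59), Bhmt (5.46), Cyp11a1 (5.46) and Plin4 (5.37). Sfrp4 was -2.94 ± 0.09 at NC1, 4.30 ± 0.88 at C1 and 4.79 ± 0.13 at C2, with no call between C1 and C2 (limma adjusted p = 0.162). Akr1c18 rose by a further 5.16 to 7.08 ± 0.23 at C2. Bhmt and Plin4 fell by 3.44 and 1.99 between C1 and C2, and the call of Plin4 was lost under 10 of 32 alternatives. The largest decreases from NC1 to C1 included 4 haemoglobin genes. Hbb-bt fell by 3.48, Hbb-b2 by 3.42, Hba-a1 by 3.12 and Hba-a2 by 2.84, and their arrays spread widely at NC1, where Hbb-bt was 3.75 ± 1.45. The call of Hba-a1 was lost under 7 of 32 alternatives. Gm6816 fell by 2.40, from 0.50 ± 0.11 to -1.90 ± 0.23. From C1 to C2 the largest increases included those of Spp1 (7.30), Tnfaip6 (6.43), Slc16a11 (5.57) and Pdcd1 (5.50). Spp1 rose from 0.10 ± 0.68 to 7.39 ± 0.26 (limma adjusted p = 3.63e-12). The largest decreases were those of Cnnm1 (-6.78), Slc18a2 (-6.75), Ihh (-6.61), Susd4 (-6.59) and Car14 (-6.58). Cnnm1 was 2.99 ± 0.19 at C1 and -3.79 ± 0.27 at C2 (limma adjusted p = 6.37e-15).

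Probes absent from at least 1 stage were left out of these tests by the presence filter, and some of those below were also seen at the stage not compared. A total of 35 probes were well above background in all C1 arrays and in no NC1 array, and 1 probe, without a gene symbol, showed the opposite. This pair of counts depended on single arrays, since 32 probes were seen in all NC1 arrays and no C1 array without C1 replicate 4, and 60 in all C1 arrays and no NC1 array without C1 replicate 3. Ptgfr was at least 36.6-fold higher at C1 than at NC1, Apln at least 28.9-fold and Pik3c2g at least 28.6-fold. Between C1 and C2, 289 probes were seen in all C1 arrays and no C2 array, and 66 in all C2 arrays and no C1 array. The latter count was 233 without C1 replicate 4. Itih5 was higher at C1 than at C2 by at least 6.72 on the log2 scale, Mug2 by at least 83.9-fold and Ank1 by at least 73.5-fold. In the other direction Ppyr1 was at least 24.6-fold higher at C2, Gm4632 at least 17.3-fold and Olr1 at least 16.3-fold. With normexp background correction all of these bounds were lower, down to log2 values of 3.89 for Ptgfr, 3.25 for Apln, 3.38 for Pik3c2g, 5.67 for Itih5, 4.86 for Mug2, 5.13 for Ank1, 3.34 for Ppyr1, 2.70 for Gm4632 and 2.93 for Olr1. Between NC1 and C2, 443 probes were seen in all NC1 arrays and no C2 array, and 288 in all C2 arrays and no NC1 array.

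The 10 gene lists fixed in advance, only some of them for processes named in the study, were tested with camera, and 11 of 20 tests passed an adjusted p of 0.05. With an estimated inter-gene correlation 1 test passed, cholesterol synthesis for C1 against NC1, and 8 of the 11 also passed with fry, which called collagens at C2 in addition. All 19 cholesterol synthesis genes were higher at C1 than at NC1, with a median of 1.23 (camera adjusted p = 2.76e-29, fry 1.52e-05, estimated correlation 0.0427). The list did not differ between C1 and C2 (camera adjusted p = 0.300). All 16 glycolysis genes were higher at C1 than at NC1, with a median of 0.41 (camera adjusted p = 2.36e-09), except that 15 were higher with the median over all probes. At C2, 15 of the 16 were higher than at C1, with a median of 1.28 (camera adjusted p = 2.12e-06). None of 21 proliferation genes was higher at C2 than at C1 under any of the 7 scalings, with a median of -1.41 (camera adjusted p = 2.72e-08). None of 4 connexin genes was higher at C2, with a median of -2.16 (camera adjusted p = 0.0146), except that 1 was higher with the median over all probes and with the authors' deposited table. Among 100 regroupings of the arrays compared, the real one included, 1 gave a camera p as small for cholesterol synthesis at C1, 6 for glycolysis at C1, 4 for glycolysis at C2, 16 for proliferation and 4 for connexins.

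The other called lists had smaller medians, and several of these changed sign with the scaling. Oxidative phosphorylation was called higher at C1 than at NC1 (median 0.10) and lower at C2 than at C1 (median -0.22). Both medians changed sign with the median over all probes, and neither call held with fry. The second was lost under 16 of 32 alternatives, among them 75th percentile and spike-in scaling, normexp and the omission of single arrays. Fatty acid oxidation genes had medians of 0.08 and 0.34 at these steps and were called higher at both (camera adjusted p = 0.0124 and 0.0400). The first of these medians was -0.03 with the median over all probes. The first call was lost under 3 of 32 alternatives and the second under 6 of 32. Among the latter were quantile and spike-in scaling, the slide as a block and the omission of C1 replicate 4. Ribosomal protein genes were called lower at C1 (median -0.11), but their median was 0.05 with spike-in scaling and the call did not hold with fry. Integrin genes were called lower at C1 than at NC1 (median -0.22, camera adjusted p = 0.0154, fry 0.000228), with a negative median under all 7 scalings. Proteasome genes were not called at either step (camera adjusted p = 0.0681 and 0.367), and neither were collagen genes (0.226 and 0.148). Proteasome genes became called at C1 against NC1 under 6 of 32 alternatives, among them quantile scaling and the slide as a block. Collagen genes became called under 2 of 32 at that step and under 5 of 32 at C2 against C1. The latter included fry, the median over all probes and the authors' deposited table. Proliferation, connexin, ribosomal protein and integrin genes were not called at the remaining step (0.0970, 0.551, 0.681 and 0.551). Of these, proliferation became called under 3 of 32 alternatives.

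Marker genes of other cells were examined in all stages. All 5 valid theca and stroma genes were lower at C2 than at C1. Col1a2 fell by 5.51, Col1a1 by 4.94, Acta2 by 4.79, Dcn by 4.69 and Cyp17a1 by 1.41, and none of them differed between NC1 and C1. Of 4 valid oocyte genes, Npm2 fell by 2.89 from C1 to C2, and the others were not called. Several oocyte genes spread widely at C2, where H1f8 was 2.52, 2.91, 3.04, -3.60 and -3.57 in replicates 1 to 5. Of 4 valid red blood cell genes, 3 haemoglobin genes were lower at C1 than at NC1, and Alas2 was lower at C2 than at C1. Of 5 valid oviduct genes, Epcam and Tppp3 were lower at C2 than at C1, and Ovgp1 was higher at C2 than at NC1 (limma adjusted p = 0.00347). The calls of Epcam and Tppp3 were lost under 2 and 3 of 32 alternatives. The median over all probes and the authors' deposited table lost both. Ovgp1 rose by 2.28 from C1 to C2 (limma adjusted p = 0.0343), a change that became called under 4 of 32 alternatives, these 2 included. Of 6 valid leukocyte genes, Fcer1g and Cd52 were higher at C2 than at C1, by 0.68 and 3.01, and Cd52 was also higher at C1 than at NC1. The call of Fcer1g was lost under 12 of 32 alternatives and that of Cd52 between NC1 and C1 under 11. The presence filter left out other leukocyte genes, among them S100a9, which was -4.59 ± 0.76 at C1 and -0.51 ± 0.90 at C2, and S100a8, which was well above background in 0 arrays of NC1 and C1 and in 4 at C2. The mean over leukocyte marker probes lay between -1.17 and -0.12 at C2 and between -2.58 and -1.89 at C1.

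**Figure D4:**
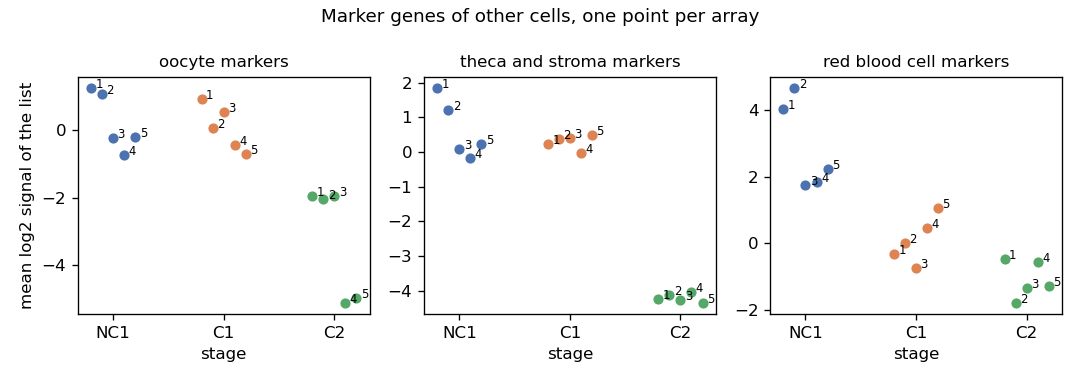
Mean log2 signal relative to the array median (y axis) over 13 oocyte, 7 theca and stroma, and 4 red blood cell marker probes, for each of the 15 arrays by stage (x axis). Numbers beside the points are replicate numbers. The theca and stroma mean lay between -4.37 and -4.03 at C2 and between -0.19 and 1.84 in prophase I arrays.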

Values the study reported

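The study reported 7087 probes that were differentially expressed between at least 2 of the 3 stages in the mouse. Those probes corresponded to 5971 unique RefSeq sequences.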

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

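The tests of signal over background, of mixed ovulated complexes and of the slide were chosen only after the values of C1 replicate 4 had been seen, as were the 6 genes they concern, whereas the test with the second list was chosen before the values of its genes were looked at. Results are given here where 1 array of a stage lay far from the 4 others, so that its gap to the nearest of them exceeded 0.71 of the range of the 5 arrays. Of 342 such comparisons, 309 of them for 103 named genes, 11 met this. Chance alone gives about 17.1, so the number of these results is no evidence of disturbed arrays.

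C1 replicate 4 accounted for 4 of the 11, all of them genes of the ovulatory response. The gap was 0.866 of the range for Tnfaip6, 0.797 for Ptx3, 0.772 for Btc and 0.768 for Ptgs2. Tnfaip6 was at 2.70 in this array and at most -2.90 in the other C1 arrays, Ptx3 at 0.81 against at most -4.30, Btc at -0.45 against at most -4.61 and Ptgs2 at -1.88 against at most -5.60. Areg and Ereg were also highest in this array but did not meet the criterion. Over the 6 genes, C1 replicate 4 exceeded the mean of the other C1 arrays by a median of 5.08 on the log2 scale. This array also had the highest number of probes well above background, 24493, and the lowest median of negative control spots, 1.87. The tables argue against 3 technical explanations. Over 19833 other probes in the same range of levels, the median deviation of C1 replicate 4 was -1.91, so dim probes were not raised in this array. RNA of ovulated complexes mixed into the pool would need a share of at least 12.7% of the C2 level to account for the least demanding of the 6 genes, Ptgs2. In the first computation this need was taken as the median over the 6 genes, and the smaller value used here is more lenient to that explanation. At that share the 50 named probes highest at C2 would be raised by a median of 1.46, and they were raised by 0.57. Areg, Ereg and Btc were above their C2 means in this array, which no mixed share gives. NC1 replicate 3, on the same slide, deviated from the other NC1 arrays by a median of -0.11 over the 6 genes, which argues against the slide. What stays open is a response to luteinizing hormone in the animals of this pool, since the early response genes rise before ovulation. A second list of 12 such genes, of which 10 could be used, was raised in C1 replicate 4 by a median of 0.59, with 8 of the 10 higher, at the 100th percentile of 10000 random lists matched on level. An early hormone response is therefore a candidate explanation that came through 1 test on a single array, and a different handling of this pool was not tested. Lif and Egr1 were lower in this array, by deviations of -0.85 and -0.38. Rgs2, Snap25 and Nrip1, counted as higher, deviated by only 0.04, 0.05 and 0.14, and each was higher in another C1 array.

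C2 replicate 1 accounted for another 4 of the 11. The gap was 0.751 of the range for the leukocyte score, which was -0.12 in this array and at most -0.91 in the others. It was 0.713 for Csf1r (0.94 against at most -0.15), 0.770 for Pde5a (-1.22 against at most -1.96) and 0.771 for Pgr, where this array was lowest (-6.62 against at least -5.15) and no C2 array was well above background. Csf1r is itself part of the leukocyte score, so the high values of both in this array are not separate observations. No explanation was tested, and neither chance nor a different makeup of this pool is excluded.

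The remaining 3 results were single genes in different arrays. Cyp19a1 was high in C1 replicate 1 (4.58 against at most 3.11, gap 0.726), Epcam was low in C1 replicate 2 (-3.03 against at least -2.32, gap 0.719) and Dcn was high in C2 replicate 4 (-2.57 against at most -3.58, gap 0.796). No explanation was tested for them, and their number is within what chance gives.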

How the results depend on the processing

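Scaling on spike-in probes, the authors' table with the unmoderated test, and the median over all probes without C1 replicate 3 were tests chosen only after the data were seen, and all other alternatives were listed before. No called change of a named gene and no called gene list was called in the opposite direction under any alternative. The majority of probes, however, turned from higher to lower at C2 with spike-in scaling, with a filter in at least 1 stage and with no filter, and the medians of some lists changed sign with the scaling. Of 5227 values for the changes of named genes under 32 alternatives, 96.6% kept their side of the threshold or moved by less than their spread, 102 were no longer called, 65 became called and 13 moved. Of 640 values for single gene lists, 584 kept their side, 40 were no longer called and 16 became called.

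The counts of probes depended on scaling, threshold, presence filter and test. For C1 against NC1, 271 probes were called with the median over all probes, 272 with the authors' deposited table, 272 with spike-in scaling, 872 at an adjusted p of 0.05 and 282 with a minimum of 2-fold, against 437. The probes called in both steps numbered 183, 184, 157, 679 and 164 under these 5 alternatives, against 310. A filter in at least 1 stage, which tested 20844 probes, gave 10933 among the stages, 612 for C1 against NC1 and 459 in both steps. With the unmoderated test on the main values these counts were 8539, 305 and 207. With spike-in scaling 5108 probes differed among the stages, 4391 between C1 and C2 and 5133 between NC1 and C2, while a minimum of 2-fold left 4627, 3697 and 4284. The share of probes higher at C2 was 54.1% with the 75th percentile, 69.1% with the median over all probes and with the authors' deposited table, 46.8% with spike-in scaling, 49.3% with a filter in at least 1 stage and 48.6% with no filter, against 52.6%. The unmoderated test called 8655 probes on the 20855 gene probes of the authors' deposited table and 6572 on its valid probes. Of the 437 probes called between NC1 and C1, 57.9% were also called with the median over all probes.

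The authors' constants and the median over all probes both rest on spots near background. C1 replicate 3 had the highest such median, and the constant of this array was -0.66. Without it, 368 probes were called between NC1 and C1 under the median over all probes and 430 under the median over valid probes. This is consistent with the scale of that array being a cause of the low count. The cause of the other dependences was not tested, except that a 2-fold minimum or a stricter threshold leaves fewer probes by construction. Spike-in scaling adds the spread of the spike-in signal, whose distance from the median of valid probes varied between arrays of 1 stage (SD 0.283 at NC1, 0.346 at C1 and 0.436 at C2).

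With an estimated correlation 1 gene list test was called, against 11. The counts of probes seen in all arrays of a stage and none of another rested on the definition of detection. When at most 1 of 5 arrays was allowed in the other stage, 32 probes were seen at NC1 and not C1 (against 1), 465 at C1 and not C2 (against 289), 243 at C2 and not C1 (against 66) and 725 at NC1 and not C2 (against 443). With the looser criterion of a positive and significant signal, 0 probes were seen at NC1 and not C1, 4 at C1 and not NC1, 84 at C1 and not C2, 21 at C2 and not C1, 112 at NC1 and not C2, and 90 at C2 and not NC1. Signal over background thus limits these counts.

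Leaving out 1 array at a time gave 8184 to 8928 probes among the stages, 313 to 466 for C1 against NC1, 7633 to 8263 for C2 against C1, 8271 to 8993 for C2 against NC1, 222 to 321 in both steps, and a share of 52.2% to 53.1%. The number of gene list tests called ranged from 7, without C1 replicate 5, to 13. Detected probes ranged from 1 to 32 for NC1 and not C1, 35 to 60 for C1 and not NC1, 289 to 406 for C1 and not C2, 66 to 233 for C2 and not C1, 443 to 633 for NC1 and not C2, and 288 to 358 for C2 and not NC1. The values 32 and 233 came without C1 replicate 4 and 60 without C1 replicate 3.

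Replicate numbers as a block gave 8643 probes among the stages, 404, 8060 and 8767 in the 3 comparisons and 287 in both steps. The arrays share only a number, since deviations of same-numbered arrays from their stage means had correlations from -0.242 to 0.348. With the slide as a block the counts were 8381, 338, 7760 and 8467. A random slide block was not run because every slide held all stages. The alternatives on saturated spots and on scan day could not give a value, as no spot was saturated and all arrays were scanned on 1 day.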

Other observations

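The tests of regrouped arrays for 5 single gene lists, of a lower share of cumulus cells, of red blood cells, of differentiated ovarian cells and of slopes over the prophase I arrays were chosen only after the related values had been seen, as was the granulosa list. The regroupings for the counts of probes and lists and the second lists of oocyte and stroma genes were chosen before their results were seen.

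For the counts of probes among the stages and in each comparison chance can be excluded. Among 100 regroupings of the 15 arrays into groups of 5, or of the 10 arrays of a comparison, the real one included, only the real one (1 of 100) gave as many probes among the stages, between C1 and NC1, between C2 and C1, between C2 and NC1, and in both steps. The other regroupings of the 15 arrays called at most 1 probe among the stages, and so almost none in both steps. For the probes in both steps the outcome was thus all but fixed, and it does not show that the overlap exceeds chance. For the number of gene lists called chance cannot be excluded. As many lists were called in 21 of 100 regroupings for C1 against NC1 and in 28 of 100 for C2 against C1. For single lists, a camera p as small was given by 1 of 100 regroupings for cholesterol synthesis and 6 of 100 for glycolysis at C1 against NC1, and by 4 of 100 for glycolysis, 16 of 100 for proliferation and 4 of 100 for connexins at C2 against C1. By this count chance can be excluded for cholesterol synthesis at C1. For glycolysis and connexins at C2 it can be excluded only without an adjustment over these 5 lists, and neither was called with an estimated correlation (adjusted p = 0.136 for each by limma's camera). For glycolysis at C1 and proliferation at C2 the count does not exclude chance, although fry of limma gave adjusted p of 0.000518 and 7.82e-07. A regrouping that exchanges few arrays keeps part of the real difference, so it can give a camera p as small without chance as the cause. The other regroupings called a median of 3 lists for C1 against NC1 and 4 for C2 against C1. These counts are therefore no evidence that chance caused the changes. Genes of a list vary together between arrays, which the preset correlation of 0.01 leaves out.

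Oocyte genes were seen in cumulus cell arrays. The mean of 13 oocyte probes was 1.26, 1.07, -0.23, -0.73 and -0.18 in NC1 replicates 1 to 5, 0.93, 0.08, 0.53, -0.45 and -0.70 in C1 replicates and -1.95, -2.06, -1.95, -5.15 and -5.00 in C2 replicates. A second list of 18 oocyte genes, 16 of which could be used, followed this mean over arrays of the same stage with a median correlation of 0.870 across genes, at the 100th percentile of 10000 random lists. Oocyte RNA in the pellets is consistent with this test, for the prophase I arrays and for C2 replicates 1, 2 and 3. Whether it came from broken oocytes or from contacts left on the cumulus cells was not tested. The mean of the first stroma list was high at NC1 and C1 and low in all C2 arrays. A second list of 14 stroma genes, 13 of which could be used, followed the mean of the first with a median correlation of 0.600 within stages, also at the 100th percentile of 10000 random lists. Of these 13 genes, 10 were lowest at C2, while Lox, Mgp and Col5a1 were highest at C2, which carried-over stroma does not give. Single genes of the second lists went as low as 0.0837 and -0.656. Stromal cells may therefore have been carried into the prophase I pellets, which were punctured out of the ovary, whereas C2 complexes came from the oviduct. A fall of these genes in the cumulus cells themselves at C2 was not tested and stays open.

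Such RNA is not the whole cause of the probes lower at C2. If it were, these probes would follow the oocyte or the stroma score within stages over the 10 prophase I arrays, as most known oocyte and stroma genes do. Of 1823 probes lower at C2 by at least 2-fold, 42.7% had both slopes below 0.5 at the upper 95% bound, against 0 of 16 genes of the second oocyte list and 1 of 13 of the second stroma list. The share was 42.8% among probes higher at C2 by at least 2-fold. For the other probes lower at C2 this RNA stays open as a part of the cause. Slopes over all 15 arrays had been tested first (67.6%) and were set aside because oocyte genes fell unevenly at C2. Over the 10 prophase I arrays, with stage means removed, the oocyte and stroma scores had a Pearson correlation of 0.759 (permutation p = 0.0303, adjusted over 4 relations 0.121) and a Spearman correlation of 0.624 (permutation p = 0.0994, adjusted 0.199). It was 0.763 without the 2 arrays farthest from the median. Stroma and blood scores gave 0.775 (permutation p = 0.0683, adjusted 0.137), oocyte and blood scores 0.419 (permutation p = 0.295, adjusted 0.295), and oocyte and granulosa scores -0.513 (permutation p = 0.169, adjusted 0.226). Without the 2 arrays farthest from the median these correlations were, in the same order, 0.752, 0.406 and -0.281. None of the 4 relations passed the adjustment, so a lower share of cumulus cells in some pellets and independent variation cannot be told apart with 10 arrays.

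Haemoglobin genes made up 4 of the 5 largest decreases from NC1 to C1. The mean of 4 red blood cell probes was 4.02, 4.65, 1.74, 1.83 and 2.22 in NC1 replicates 1 to 5 and between -0.74 and 1.06 at C1. Slc4a1, a membrane transporter of red blood cells, was well above background in 3 of 5 NC1 arrays and in 0 C1 or C2 arrays. Red blood cells in the NC1 pellets are a candidate explanation for these probes. A difference in blood supply between juvenile and adult ovaries was not tested.

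Of the 304 probes higher at C1 than at NC1, 262 (86.2%) were also above NC1 at C2, 37 did not differ from NC1 at C2 and 5 were below it. Steroidogenic genes such as Cyp11a1 and Akr1c18 were among the largest increases, so luteal or other differentiated ovarian cells in the adult prophase I pellets may have added to them. Most of these probes stayed high in complexes from the oviduct. Both comparisons use the NC1 arrays, however, which favours such a share, and no share expected without change was computed. It is therefore not counted as evidence against that explanation. Superovulation itself could also raise the same genes at C2. These cells and a change in cumulus cells with age or competence thus cannot be told apart here.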
